# Novel function of PIWIL1 in neuronal polarization and migration via regulation of microtubule-associated proteins

**DOI:** 10.1186/s13041-015-0131-0

**Published:** 2015-06-24

**Authors:** Ping-ping Zhao, Mao-jin Yao, Si-yuan Chang, Lan-tao Gou, Mo-fang Liu, Zi-long Qiu, Xiao-bing Yuan

**Keywords:** PIWIL1, Radial migration, Polarization, Microtubule-associated proteins

## Abstract

**Background:**

Young neurons in the developing brain establish a polarized morphology for proper migration. The PIWI family of piRNA processing proteins are considered to be restrictively expressed in germline tissues and several types of cancer cells. They play important roles in spermatogenesis, stem cell maintenance, piRNA biogenesis, and transposon silencing. Interestingly a recent study showed that *de novo* mutations of PIWI family members are strongly associated with autism.

**Results:**

Here, we report that PIWI-like 1 (PIWIL1), a PIWI family member known to be essential for the transition of round spermatid into elongated spermatid, plays a role in the polarization and radial migration of newborn neurons in the developing cerebral cortex. Knocking down PIWIL1 in newborn cortical neurons by *in utero* electroporation of specific siRNAs resulted in retardation of the transition of neurons from the multipolar stage to the bipolar stage followed by a defect in their radial migration to the proper destination. Domain analysis showed that both the RNA binding PAZ domain and the RNA processing PIWI domain in PIWIL1 were indispensable for its function in neuronal migration. Furthermore, we found that PIWIL1 unexpectedly regulates the expression of microtubule-associated proteins in cortical neurons.

**Conclusions:**

PIWIL1 regulates neuronal polarization and radial migration partly via modulating the expression of microtubule-associated proteins (MAPs). Our finding of PIWIL1’s function in neuronal development implies conserved functions of molecules participating in morphogenesis of brain and germline tissue and provides a mechanism as to how mutations of PIWI may be associated with autism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13041-015-0131-0) contains supplementary material, which is available to authorized users.

## Background

Newborn neurons produced at the ventricular zone (VZ) in the developing cerebral cortex will first experience a multipolar stage with several minor processes extending from the soma. They will gradually establish a bipolar morphology with one elongated neurite that leads the radial migration of the neuron towards the surface of the cortical plate (CP) [1]. This multipolar–bipolar transition is essential for the maturation and proper migration of newborn neurons. Interestingly, sperm cells exhibit a polarized morphology that is very similar to newborn neurons. These two distinct cell types are both characterized by an elongated microtubule-based structure, an axoneme in sperm and a leading neurite in the migrating neuron, and both play essential roles in cell motility. During spermatogenesis, postmeiotic round spermatids undergo drastic elongation and grow the long axoneme, a morphology change that appears similar to the polarization of newborn neurons in the developing brain. Some molecular mechanisms for establishing the polarized morphology are likely shared at these two different tissues. Knowledge about the morphogenesis of either tissue may assist us in studying the other. This notion is supported by recent findings that several genes previously known to be important for brain morphogenesis, e.g., *LIS1* (lissencephaly type 1) [2, 3] and *CDK5* [4, 5], also play important roles in spermatogenesis [6–8].

The *piwi* genes (P-element-induced wimpy testis) were first identified as important players in the asymmetric division of germline stem cells in *Drosophila* [9]*.* PIWI proteins play essential roles in the biogenesis of a group of small RNAs called piRNAs (PIWI-interacting RNAs) and in the epigenetic silencing of transposable elements [10]. Knockout of *piwi* (*miwi*) in mice causes spermatogenic arrest at the beginning of the round spermatid stage [11], suggesting an essential role for PIWI in spermatid polarization through an unidentified mechanism. Interestingly, a recent whole exome sequencing study involving simplex families that had a child with autism spectrum disorder showed that *de novo* mutations of PIWI family members, especially the PIWIL2 and PIWIL4, are strongly associated with autism [12]. This suggests that PIWIs are involved in the developmental process of the brain. Consistent with this notion, a set of piRNA has been reported to be expressed in mouse hippocampal neurons [13]. A gene profiling study also showed the expression of PIWI mRNA in VZ, subventribular zone-intermediate zone (SVZ-IZ) and CP in mouse embryos [14]. Recently, we also showed the existence of a group of piRNA-like small RNAs, also called repeat associated small interfering RNAs (rasiRNA), in rat cortex (original data at the Gene Expression Omnibus (GEO) database, No. GSE27576) [15], supporting the expression of piRNA biogenesis regulators, including PIWIs, in cortical neurons. In the current study, we observed the expression of PIWI-like 1 (PIWIL1) in developing cerebral cortex of rodents and uncovered a surprising function of this protein in the regulation of neuronal polarization and radial migration. We further discovered that this novel function of PIWIL1 is achieved partly via modulating the expression of microtubule-associated proteins (MAPs).

## Results

### PIWIL1 regulates neuronal radial migration in developing cerebral cortex

We first analyzed the expression of PIWIL1 mRNA in the developing mouse brain using *in situ* hybridization. As shown in Additional file 1: Figure S1A-D, at embryonic day 14.5 (E14.5), PIWIL1 mRNA was expressed at a high level in several regions of the mouse brain including the CP. The VZ/SVZ of the cortex also showed lower levels of PIWIL1 signal. To further clarify whether PIWIL1 is expressed in newborn cortical neurons, we carried out *in utero* electroporation (*IUE*) [16, 17] in rat cortex with plasmids coding for EYFP at E16 and harvested EYFP-positive newborn neurons using fluorescence-aided cell sorter (FACS) at E18 or P0 (Additional file 1: Figure S1E) [18]. As shown in Additional file 1: Figure S1F, semi-quantitative RT-PCR showed that PIWIL1 is indeed expressed in purified newborn neurons. Western blotting analysis of cortical tissues also showed the expression of PIWIL1 in rat cortical tissues, although at a much lower level than is found in the testis (Additional file 1: Figure S1G). There was a gradually decreased expression of PIWIL1 proteins from early embryonic stage to the neonatal stage and later it maintained a low level, correlating with a reduction over time in the level of piRNA-like small RNAs (Additional file 1: Figure S1H and I).

To test the potential function of PIWIL1 in the development of cortical neurons, we first used *IUE* of plasmids coding for short interference RNAs (siRNAs) targeting PIWIL1 (knockdown efficiency was validated (Additional file 2: Figure S2A and B)) together with plasmids coding for EYFP into cortical progenitor cells in the VZ of rat cortex at E16. At postnatal day 1 (P1), most cells electroporated with the PIWIL1 siRNA (RNAi 1 for rat) failed to migrate into the CP. This migration retardation persisted to later stages of P3 and P5, with aberrantly accumulated cells located in the IZ or deep layers of the CP (upCP, Upper CP; loCP, Lower CP, Fig. 1a-i). Electroporation with another siRNA for rat (RNAi 4, Fig. 1j-l) or effective siRNA for mouse (RNAi 2) (Additional file 2: Figure S2C-E) resulted in a similar migration defect in rat and mouse, respectively. Although overexpression of human PIWIL1 (HIWI) alone did not promote the neuronal migration in mouse cortex (Additional file 2: Figure S2F-H), co-transfection of RNAi 2 along with HIWI, which is highly homologous to mouse PIWIL1 in the protein sequence but could not be targeted by RNAi 2, blocked the knockdown phenotype in mouse cortex (RNAi 2 + CAG v.s. RNAi 2 + HIWI) (Fig. 1n, o, u). Together, these data suggest a specific role of PIWIL1 in the regulation of the radial migration of cortical neurons.

**Fig. 1:**
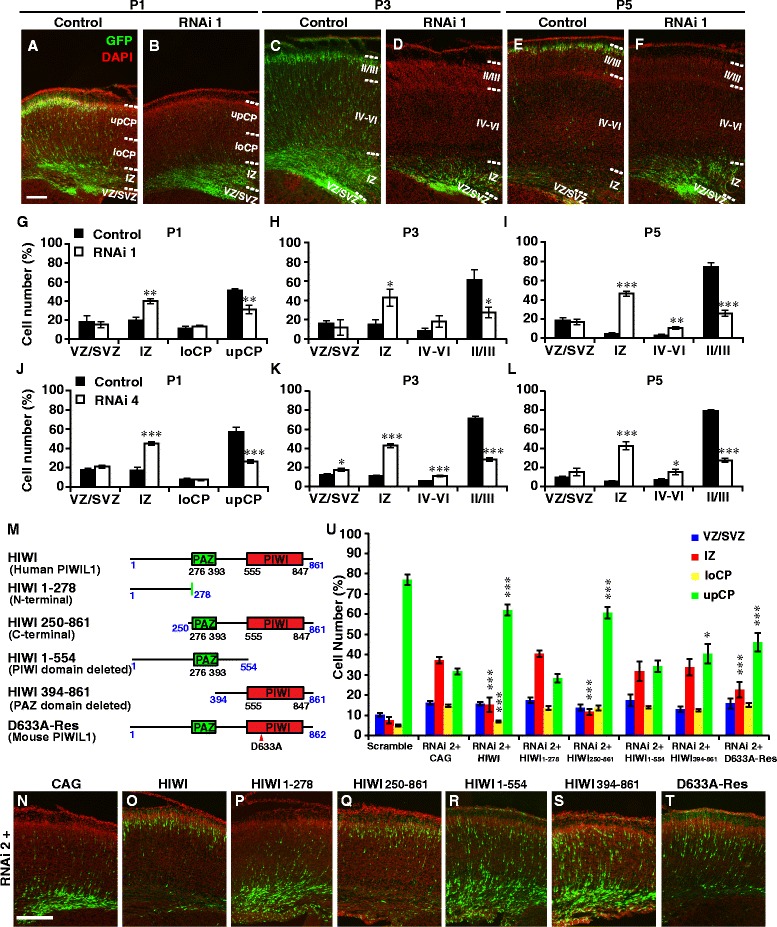
PIWIL1 regulates cortical radial migration. **a**-**f** Effect of knockdown of PIWIL1 in rat cortical neurons by *IUE* with plasmids coding for PIWIL1 siRNA (RNAi 1). Coronal brain sections at different stages were stained with anti-GFP (green) and DAPI (red). **g**-**l** Distribution of labeled cells in brains electroporated with RNAi 1 (**g**-**i**) and RNAi 4 (**j**-**l**) or control constructs (Scramble). **m** Different forms of truncated human PIWIL1 (HIWI) or mutated mouse PIWIL1. **n**-**s**, **u** Only constructs containing both PAZ and PIWI domains rescued the migration. The Scramble control data were from the experiment in Additional file 2: Figure S2E. CAG, pCAG-IRES-GFP vector as control. **t**, **u** Co-electroporation of D633A-Res with RNAi 2 rescued the migration defect. Scale bar, 250 μm. Error bar, SEM. *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test)

### Both PAZ and PIWI domains are indispensable for proper radial migration

PIWI contains a central PAZ domain (PIWI/argonaute/zwille) that bears a typical single-strand nucleic acid binding motif [10, 19] and a C-terminal PIWI domain that can cut bound RNAs, similar to the RNase H [20]. To test whether the RNA binding and processing activities are required for PIWIL1’s role in neuronal migration, we co-electroporated different truncated HIWI constructs along with the effective siRNA (RNAi 2) in mouse embryos. We found that truncated constructs missing either one of the conserved domains failed to rescue the neuronal migration (Fig. 1m-s, u), suggesting that both PAZ and PIWI domains are indispensable for PIWIL1’s function in neuronal migration. PIWIL1 is known to exhibit the small RNA-guided RNase (slicer) activity, and the D633A single point mutation disrupts this ‘slicer’ activity, leading to LINE1 retrotransposon accumulation and male infertility [21]. We observed that the D633A mutant of PIWIL1 could largely rescue the migration defect caused by PIWIL1 siRNA (Additional file 3: Figure S3, Fig. 1m, t, u), suggesting that the ‘slicer’ activity of PIWIL1 is not essential for its role in neuronal migration.

### PIWIL’s role is mainly in postmitotic neurons

Radial migration of cortical neurons is known to depend on the integrity of radial glial fibers, which provide the scaffold for neuronal migration. The morphology of radial glia fibers did not seem to be changed by PIWIL1 siRNA in rat cortex (Additional file 4: Figure S4). Acute (4-h) and 24-h bromodeoxyuridine (BrdU) incorporation assays showed that knockdown of PIWIL1 did not affect the proliferation of neural progenitor cells in the VZ/SVZ of rat cortex (Additional file 5: Figure S5A, B, E and F). Immunostaining of the neural stem cell marker Sox2 [(sex determining region Y)-box2] 2 days after knockdown of PIWIL1 didn’t show a significant difference in the percentage of the Sox2^+^ population (Additional file 5: Figure S5C and G). The percentage of the Tbr2^+^ transiently amplifying progenitors showed a very slight but significant increase after knockdown of PIWIL1 (Additional file 5: Figure S5D and H). These results suggest that although PIWIL1 may be involved in the proliferation and differentiation of transiently amplifying neural progenitors, it does not play a major regulatory role in these early developmental processes and the severe neuronal migration retardation after knockdown of PIWIL1 may reflect a major function of PIWIL1 in postmitotic neurons.

### PIWIL1 is required for multipolar-bipolar transition of postmitotic neurons

Newborn neurons produced at the VZ of developing cerebral cortex will first experience a multipolar stage with several minor processes extending from the soma and then gradually establish a bipolar morphology with one elongated neurite that leads the migration of the neuron towards the surface of the CP [1]. To analyze whether neuronal polarization defects precedes the retardation of neuronal migration, we traced the morphology of newborn neurons 3 to 5 days after *IUE* of rat embryos and quantified the percentages of bipolar and multipolar cells. Most cells (~70 %) in the IZ had established a bipolar morphology 3 days after *IUE* with Scramble, but less than 30 % of labeled cells had established bipoplar morphology in RNAi 1- or RNAi 4-transfected brains (Fig. 2a-c). Five days after *IUE*, most cells had migrated into the CP in control brains, whereas in RNAi 1- or RNAi 4-transfected brains, most cells were arrested at the IZ and maintained a multipolar morphology (Fig. 2d-f). *IUE* of PIWIL1 siRNA (RNAi 2) in mouse brains caused a similar defect in neuronal polarization, which could be rescued by co-expression of HIWI (Fig. 2g and h).

**Fig. 2:**
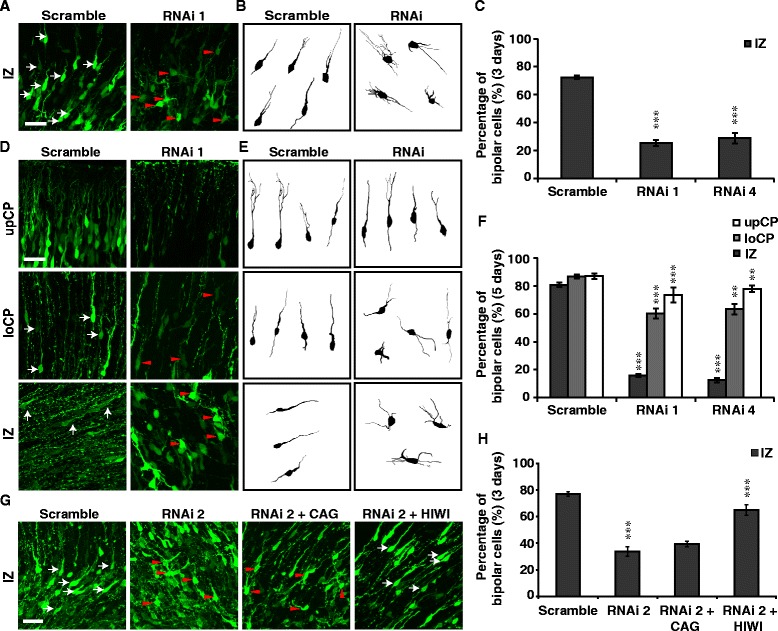
PIWIL1 is required for the multipolar–bipolar transition of postmitotic neurons. **a**, **d** Morphology of labeled neurons in different cortical regions 3 or 5 days post-*IUE* with siRNA 1. **b**, **e** Traces of labeled neurons 3 or 5 days after *IUE* respectively*.* **c, f** Percentage of bipolar cells (white arrows) in different cortical regions. Data are from at least 3 independent *IUE* experiments. **g** Typical morphology of labeled mouse neurons in the IZ 3 days after *IUE* with RNAi 2 or RNAi 2 plus HIWI compared with individual control plasmid. **h** Percentage of bipolar cells at the IZ of electroporated mouse cortex. Scale bar, 30 μm. Error bar, SEM, **P < 0.01, ***P < 0.001 (Student’s *t*-test)

We further analyzed the effect of PIWI knockdown on neuronal morphology using an *ex vivo* assay, in which newborn neurons derived from electroporated brains were dissociated and cultured for 2 days before morphological analysis (Fig. 3a). We found that neurons with PIWIL1 knockdown showed a multipolar morphology and significantly larger number of primary neurites than that of control neurons (Fig. 3b and c). By labeling the axon with immunostaining of Tau, we observed that neurons in PIWIL1 RNAi group didn’t have a specific axon and unexpectedly showed reduced expression of Tau after 2 days of culture (Fig. 3d). After quantification of the fluorescence intensity, we observed that average fluorescence intensity of Tau staining at the neurite of GFP positive neurons in the RNAi group was significantly lower than that of the control group (Fig. 3e). In contrast, the expression of the pan-neuronal marker Tuj1 was not affected. Taken together, the above results show that PIWIL1 promotes the multipolar–bipolar transition of newborn neurons, which is essential for the proper radial migration of cortical neurons.

**Fig. 3:**
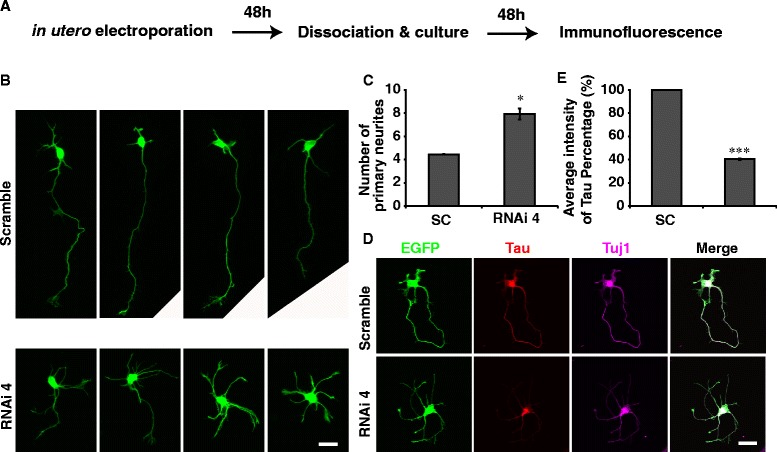
PIWIL1 knockdown impairs polarization of cortical neurons *ex vivo*. **a** Diagram of the *ex vivo* assay. **b**, **c** Average numbers of primary neurites of electroporated cells. **d** Immunostaining: cultured neurons with PIWIL1 knockdown exhibited multipolar morphology and lower levels of Tau but not Tuj1. **e** Average neurites’ fluorescence intensity of Tau in GFP^+^ neurons. Scale bar, 20 μm. Error bar, SEM, *P < 0.05, ***P < 0.001 (Student’s *t*-test)

### PIWIL1 affects neuronal migration through regulating MAP expression

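The mRNA profiles came from 1 library of E16 rat cortical neurons electroporated with the Scramble control plasmid and 1 library of neurons electroporated with a PIWIL1 RNAi plasmid, both collected after 48 h. The paper does not name which of its rat siRNAs was sequenced. The libraries were made by digital gene expression profiling, in which each transcript is cut at CATG sites and represented by a 21-base tag that begins with CATG, so that a gene's abundance is the number of copies of its tags. For each gene the authors deposited its tag count, the same value scaled to the number of clean tags in the library (TPM), and the sequence and copy number of every tag. The Scramble library held 44260 tags on 9496 genes with 1947600 copies in total, 57.5% of the 3386865 clean tags recovered from the TPM values. The PIWIL1 RNAi library held 42384 tags on 9297 genes with 1865913 copies, 56.5% of 3303360 clean tags. The lowest copy number of any listed tag was 2, so tags seen once were absent from both tables, and each tag was listed under 1 gene. At this depth 3 copies of a tag corresponded to 0.886 TPM in the Scramble library and 0.908 TPM in the PIWIL1 RNAi library. Of the 9894 genes listed in either library, 8899 were listed in both, and 9338 (94.4%) had a symbol. No value was found for PIWIL1 by its gene symbol, so its knockdown was not checked in these libraries.
With 1 library per condition there was no replicate check. Each gene's tags were compared between the libraries against all other tags on genes by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment (FDR), which compares these 2 libraries and not the conditions, and the log2 ratio was taken from the deposited TPM. Confidence intervals cover counting error only, because amplified copies of a tag are not independent molecules. The log2 ratio of a tag varied with the bases at its end. Among tags with at least 20 copies in both libraries together, the median log2 ratio was -0.16 for tags without an A at the end, 0.90 for tags ending in a run of 8 A and 1.83 for a run of 13 A. Grouped by the last 2 bases, with runs of 3 or more A left out, the median was lowest for TG (-0.67) and GT (-0.67) and highest for CA (0.16) and AA (0.16).

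**Figure D1:**
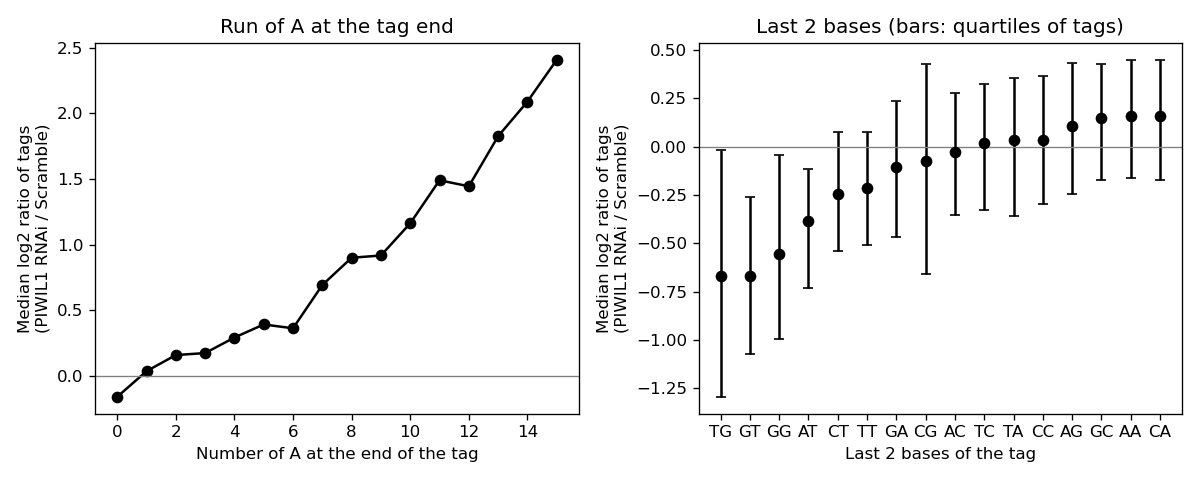
Median log2 ratio of TPM in the PIWIL1 RNAi library over the Scramble library for tags with at least 20 copies, by the number of A at the tag end (left) and by the last 2 bases of tags with fewer than 3 A at the end (right, bars from the lower to the upper quartile of tags). The median climbed from -0.16 with no A to 2.41 with 15 A, a class of only 2 tags, and ranged from -0.67 for TG to 0.16 for CA.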

To elucidate the target genes of PIWIL1, we used deep sequencing to compare the mRNA profiles of cultured cortical neurons 48 h after they were electroporated with control and PIWIL1 siRNAs (GEO No. GSE48236) (Fig. 4a). With PIWIL1 knockdown, 286 genes were upregulated and 667 genes were downregulated (FDR ≤ 0.05, |log_2_Ratio| ≥ 0.58). 

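In the deposited tag counts, 591 of the 9894 genes tested were downregulated and 293 were upregulated in the PIWIL1 RNAi library at an FDR of 0.05 or less by Fisher's exact test and an absolute log2 ratio of at least 0.58. Among them, 33 downregulated genes were not listed in the PIWIL1 RNAi library and 26 upregulated genes were not listed in the Scramble library. The median number of copies in both libraries together was 173 for downregulated and 213 for upregulated genes, and 97 of the downregulated and 46 of the upregulated genes had fewer than 50. A gene needed at least 8 copies to be called downregulated and 7 to be called upregulated. The median log2 ratio of the 8899 genes listed in both libraries was -0.085. The test counts sampling of tags as the only error. When a biological coefficient of variation of 0.1 was assumed in edgeR's exact test, 170 genes were downregulated and 114 upregulated, and when 0.4 was assumed no gene passed in either direction.
The largest falls among called genes with at least 50 copies in both libraries were those of Syt4 (from 907 to 230 copies, log2 ratio -1.94, 95% confidence interval -2.16 to -1.73), Ppp1r10 (-1.67), Igsf3 (-1.65), Stoml2 (-1.59) and Anxa2 (-1.55). The largest rises were those of Sorbs3 (from 103 to 480 copies, log2 ratio 2.26, 95% confidence interval 1.95 to 2.58), Manbal (2.24), Cul4a (2.23), Vps52 (2.19) and Apoa5 (2.15). In each of these 5 upregulated genes, between 93.9% (Vps52) and 100% (Apoa5) of the copies were on tags ending in 8 or more A, such as CATGTGGAAAAAAAAAAAAAA of Sorbs3, which had 98 copies in the Scramble library and 454 in the PIWIL1 RNAi library. Over all upregulated genes, 86 of 293 (29.4%) had more than 50% of their copies on such tags, against 0 of the 591 downregulated genes. A tag like that of Sorbs3 has few bases between CATG and the run of A. Its match to 1 gene was taken as deposited and not checked, so its copies may not all come from that gene. With copy numbers corrected for the bases at the tag end, the 5 largest rises were no longer called, with log2 ratios from 0.23 (Apoa5) to 0.36 (Vps52). The 5 largest falls were still called, with log2 ratios from -1.66 (Igsf3) to -0.94 (Anxa2). The most copied tags of Syt4, Ppp1r10, Stoml2 and Anxa2 end in TG, the end with the lowest median (-0.67, lower quartile -1.30). The correction takes out only the median of each end, so part of these falls may still come from the tag end. Of the tags with at least 20 copies, 1 of 2 was lower for Stoml2, and all were lower for the other genes.

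**Figure D2:**
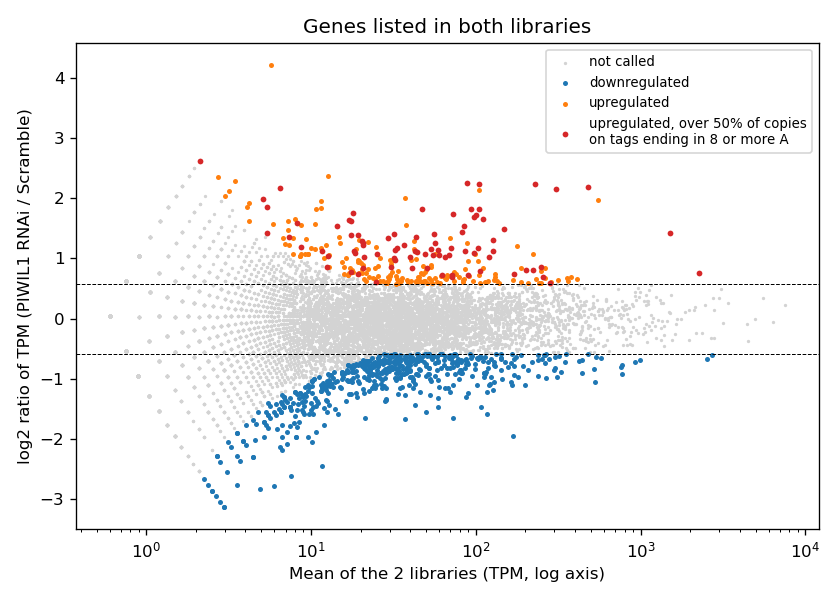
The log2 ratio of TPM (PIWIL1 RNAi over Scramble) of each gene listed in both libraries, against its mean TPM on a log axis, with dashed lines at the threshold of 0.58 in each direction. Blue points are downregulated genes, orange and red points upregulated genes, and red marks those with more than 50% of their copies on tags ending in 8 or more A, 86 genes in all, counting any that only the PIWIL1 RNAi library lists.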

Gene ontology (GO) analysis of the group of 667 downregulated genes showed significant enrichment of GO terms related to cytoskeleton organization, especially the microtubule organization (Additional file 6: Table S1). 

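The deposited tables carry GO process terms for 6830 of the 9894 genes. Of the 591 downregulated genes, 16 had a process term naming the microtubule or the cytoskeleton, among 205 such genes in a background of 8530 genes with enough copies to be called downregulated. Among 10000 random lists of 591 background genes matched in 10 bins of expression, the median number was 14 genes and the central 95% of the lists ran from 8 to 22, so that 61.1% of the lists held fewer than 16. This describes these 2 libraries, since genes are not replicates. It does not repeat the tests that the paper ran in the DAVID web tool on its own calls. The 16 genes included Map1b (log2 ratio -0.91), Map2 (-1.55), Mapt (-0.68), Map4 (-0.67), Mid1ip1 (-0.78) and Bbs4 (-0.73), which Table S1 also names. With the function and component terms added, 38 downregulated genes carried such a term against a median of 34 in random lists, and 73.6% of the lists held fewer. With copy numbers corrected for the bases at the tag end, 376 genes were downregulated and 7 of them carried such a process term, more than in 16.3% of matched lists.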

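Of the 293 upregulated genes, 10 had a GO process term naming protein transport, protein localization or Golgi vesicle transport, among 239 such genes in a background of 8657 genes with enough copies to be called upregulated. The median of 10000 expression-matched random lists of 293 genes was 9 genes, the central 95% of the lists ran from 4 to 15, and 58.2% of the lists held fewer than 10. Those that Table S2 also names were Acd (log2 ratio 1.15), Cog7 (0.77), Topors (0.66), Ap1m1 (0.66), Abcg1 (0.60) and Cog3, which had 9 copies in the PIWIL1 RNAi library and was not listed in the Scramble library. Tags ending in 8 or more A held 69.2% of the copies of Cog7, 43.3% of those of Acd and 28.3% of those of Ap1m1. With such tags left out, 209 genes were upregulated and 8 of them carried these terms, more than in 71.4% of matched lists. With copy numbers corrected for the bases at the tag end, 179 genes were upregulated and 6 of them carried these terms, more than in 52.3% of matched lists.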

GO analysis of the group of 286 upregulated genes showed significant enrichment of GO terms related to protein transport and establishement of protein localization (Additional file 7: Table S2).

**Fig. 4:**
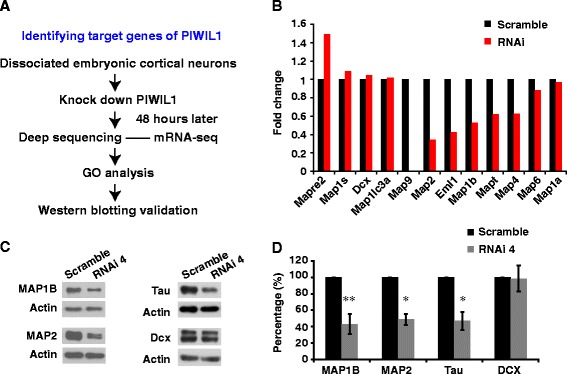
Identification of PIWIL1 target genes. **a** Strategy for identifying target genes. **b** Fold changes of the mRNA levels of several MAPs based on mRNA sequencing results. **c**, **d** Western blots showing the reduction of MAP1B, MAP2, and Tau, but not DCX, by PIWIL1 knockdown in cultured cortical neurons. Error bar, SEM. *P < 0.05, **P < 0.01 (Student’s *t*-test)

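The mRNA levels plotted in Fig. 4b rest on tag counts of very different depth. Dcx had 1337 copies in the Scramble library and 1365 in the PIWIL1 RNAi library, a ratio of 1.05 and a log2 ratio of 0.07 (95% confidence interval -0.04 to 0.18). Map1lc3a had 2215 and 2205 copies, a log2 ratio of 0.03 (95% confidence interval -0.06 to 0.12). With copy numbers corrected for the bases at the tag end, the log2 ratio was 0.50 for Map1lc3a (FDR 1.55e-32 by Fisher's exact test, short of the ratio threshold of 0.58) and 0.07 for Dcx. The most copied tag of Map1lc3a ends in GT and went from 1874 to 1842 copies, so its corrected rise rests on the median of tags with that end. The FDR leaves out the spread of such tags around the median (quartiles -1.07 and -0.26). The intervals of Map1a (135 and 128 copies, log2 ratio -0.04), Map6 (50 and 43 copies, -0.18) and Map1s (48 and 51 copies, 0.12) included 0 as deposited, so that a difference was not detectable at this depth. Map4 fell from 589 to 360 copies, a ratio of 0.627 and a log2 ratio of -0.67 (95% confidence interval -0.87 to -0.48, FDR 4.33e-10 by Fisher's exact test), and 3 of its 4 tags with at least 20 copies were lower in the PIWIL1 RNAi library. After the same correction, the log2 ratio of Map4 was -0.42 and did not reach the threshold of 0.58. Mapre2 rose from 380 to 554 copies, a ratio of 1.49, and its log2 ratio of 0.5799 lay just below the threshold although its FDR was 7.41e-09 by Fisher's exact test. Eml1 fell from 24 to 10 copies, a ratio of 0.427, with an FDR of 0.117 by Fisher's exact test. Map9 had 8 copies in the Scramble library and was not listed in the PIWIL1 RNAi library (FDR 0.0480 by Fisher's exact test), where 3 copies correspond to 0.908 TPM.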

Considering the well-established roles of microtubule dynamics in neuronal polarization, we next focused on the microtubule-associated proteins which may be a potential target of PIWIL1. 

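The gene of MAP1B (Map1b, listed under NM_019217) fell from 3392 copies of its tags in the Scramble library to 1758 in the PIWIL1 RNAi library, or from 1002 to 532 TPM. The ratio was 0.531 and the log2 ratio -0.91 (95% exact confidence interval -0.996 to -0.83, FDR 4.68e-99 by Fisher's exact test). Of its 19 tags with at least 20 copies in both libraries together, 18 were lower in the PIWIL1 RNAi library. The most copied tag, CATGCGCCCGCAGGCAGCGTG at the CATG site nearest the 3′ end, went from 1400 to 833 copies, and the tag CATGACCCTTTTGGTAGTATT at the fifth site from 372 to 140. The gene of Tau (Mapt, listed under NM_017212) fell from 4138 to 2514 copies, or from 1222 to 761 TPM, a ratio of 0.623 and a log2 ratio of -0.68 (95% exact confidence interval -0.76 to -0.61, FDR 6.63e-72 by Fisher's exact test). All 21 of its tags with at least 20 copies were lower in the PIWIL1 RNAi library, the most copied one going from 1566 to 940 copies.
Map2 (listed under NM_013066) was read at much lower depth. It had 24 copies in the Scramble library and 8 in the PIWIL1 RNAi library, or 7.09 and 2.42 TPM, a ratio of 0.341 and a log2 ratio of -1.55 (95% exact confidence interval -2.91 to -0.35, FDR 0.0461 by Fisher's exact test). These copies lay on 6 tags, none with 20 copies, of which 3 were listed in the PIWIL1 RNAi library, and tags seen once were absent from the tables. With 1 copy put back for each tag listed in only one library, Map2 had 24 and 11 copies and an FDR of 0.187 by Fisher's exact test. With copy numbers corrected for the bases at the tag end, the log2 ratio was -0.59 for Map1b, -0.76 for Mapt and -1.61 for Map2. Each still passed both thresholds, Map1b (-0.5853) only just. With edgeR's exact test and an assumed biological coefficient of variation of 0.1, Map1b passed (FDR 0.0026), Mapt did not (FDR 0.0545) and Map2 did not (FDR 0.179), and with 0.2 none of them passed. The mRNA of Dcx changed from 1337 to 1365 copies, a log2 ratio of 0.07. From the roles of microtubule dynamics in polarization, the paper proposes that microtubule-associated proteins are potential targets of PIWIL1, and from Fig. 4b it states that the mRNA of several of them fell. Its further evidence is Western blots, Tau staining, MAP2 in knockout mice, rescue by MAP2B, and the decay and binding of MAP1B mRNA. These libraries do not test that evidence.

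**Figure D3:**
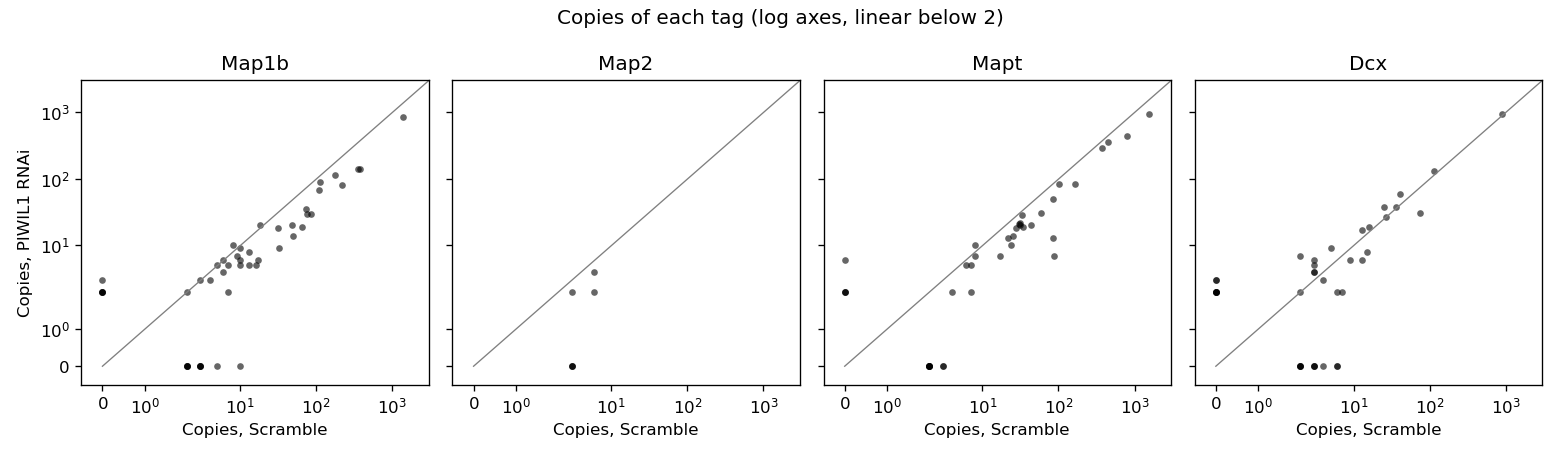
Copies of each tag of Map1b, Map2, Mapt and Dcx in the Scramble library and in the PIWIL1 RNAi library, on log axes that are linear below 2, with a line at equal TPM. Of the tags with at least 20 copies, 18 of 19 of Map1b and all 21 of Mapt lie below the line, the most copied tag of Dcx lies close to it, and Map2 has 6 tags, of which the most copied had 6 and 4 copies.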

As shown in Fig. 4b, we found that in the RNAi-treated group the mRNA levels of several microtubule-associated proteins (MAPs), including MAP1B, MAP2, and Tau decreased significantly. Down-regulation of Tau is consistent with a low immunostaining signal of Tau in cultured newborn neurons that had been electroporated with the PIWIL1 siRNA in the *ex vivo assay* shown in Fig. 3d. Western blotting also showed a significant reduction in the levels of MAP1B, MAP2, and Tau, but not doublecortin (DCX) after transfection with PIWIL1 siRNA in cultured cortical neurons (Fig. 4c and d) (Note: Tau image was obtained from the same experiment as that in Fig. 6b).

The regulation of MAPs by PIWIL1 *in vivo* was further validated using *PIWIL1*-knockout mice. As shown in Fig. 5a-c, in cortical tissues of adult PIWIL1-knockout mice, MAP2 levels were much lower than those in wild-type mice as revealed by both Western blotting (bands indicated by the arrow) and immunostaining. Mice lacking both MAP2 and MAP1B are known to exhibit fiber tract malformations and retarded neuronal migration in the brain [22]. To test whether PIWIL1 regulates neuronal migration via MAPs, we co-transfected the cDNA of one MAP member, MAP2B, together with PIWIL1 siRNA into cortical progenitors using *IUE* in embryonic mouse brains. We found that neuronal migration was largely rescued by co-transfection with MAP2B (Fig. 5d and e).

**Fig. 5:**
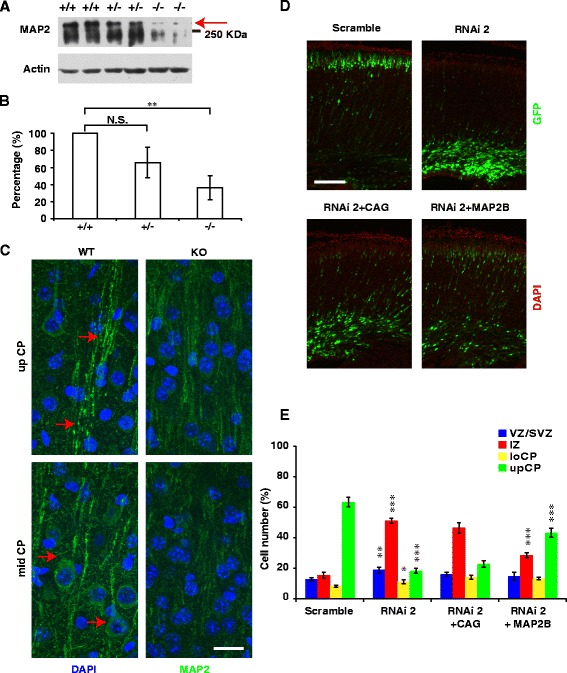
PIWIL1 affects neuronal migration through regulating the expression of MAPs. **a**, **b** MAP2 levels (bands indicated by the arrow) were significantly decreased in the cortical tissue of adult *PIWIL1*-knockout mice (tissues were all from male animals). Statistics analysis was based on 4 technical repeats on pooled samples (*n* = 2). **c** Cortex of *PIWIL1*-knockout mice showed lower level of MAP2 immunofluorescence signal (red arrows indicate MAP2 signal in WT brain). Scale bar, 20 μm. **d**, **e** Co-electroporation of MAP2B with PIWIL1 siRNA largely attenuated the migration defect in mouse brains. Scramble *vs* RNAi 2; RNAi 2 + CAG *vs* RNAi 2 + MAP2B. Scale bar, 150 μm. Error bar, SEM, *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s *t*-test)

To further understand how PIWIL1 regulates MAP expression, we first analyzed the subcellular distribution of PIWIL1. Contrary to the nucleic localization of PIWI in Aplysia sensory neurons [23], we observed a predominant cytoplasmic localization of PIWI in cells overexpressing GFP- or Flag-fused PIWIL1 (Fig. 6a). This cytoplasmic distribution of PIWI is similar to what was observed by Lee et al. in hippocampal neurons [13]. Moreover, we found that treating cultured cortical neurons with the DNA methyltransferase inhibitor 5-aza-2-deoxycytidine did not block the downregulation of MAPs by PIWIL1 siRNA (Fig. 6b), suggesting that PIWI may not regulate MAPs through epigenetic modification of target genes, as is the case in Aplysia sensory neurons.

**Fig. 6:**
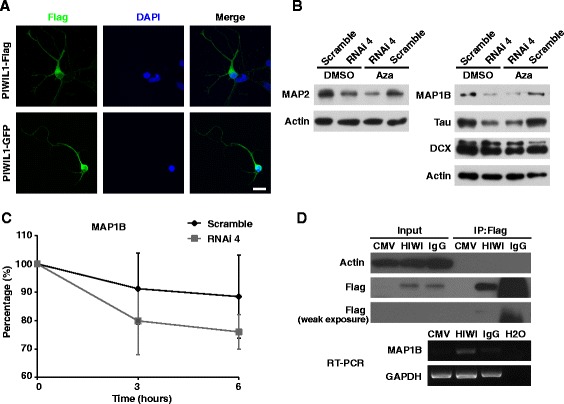
PIWIL1 may regulate MAPs through stabilizing mRNA, but not DNA methylation. **a** Localization of PIWIL1 in neurons. Dissociated cortical neurons were electroporated with Flag or GFP fused PIWIL1 plasmids (green). PIWIL1 was mainly localized to the cytoplasm, Scale bar, 20 μm. **b** Western blotting shows that PIWIL1 knockdown decreased the protein level of MAP1B, MAP2, and Tau, but not DCX. Treatment with the DNA methyltransferase inhibitor 5′AZA (2 μM) did not prevent the reduction of MAPs caused by PIWIL1 siRNA. **c** Neurons were electroporated with Scramble or RNAi plasmid. 48 h later, ActinomycinD (ActD) was added to inhibit transcription for 0, 3 or 6 h. MAP1B mRNA levels were measured by qPCR. The RNA levels at 0 h time point were set as 100 %. Knockdown of PIWIL1 resulted in a faster decay of MAP1B mRNA. Error bar, SEM. **d** Specific interaction between PIWIL1 and the mRNA of MAP1B. Upper panel, cortical neurons were transfected with Flag-fused HIWI or the vector (CMV-3xFlag). The RNA-protein complex was immunoprecipitated (IP) by anti-Flag antibody. The pull-down of HIWI was validated by Western Blotting, with actin as the indicator of equal input. Weak exposure image indicates that band of IgG group is the non-specific signal with lower molecular weight compared to HIWI-Flag. Lower panel, mRNA of MAP1B immunoprecipitated was revealed by semi-quantitative RT-PCR

Next, we used quantitative real-time PCR (qPCR) to analyze the decay of mRNAs after transcriptional inhibition (actinomycinD, ActD; 3–6 h) in cultured cortical neurons electroporated with Scramble or PIWIL1 siRNA. After transcription inhibition, PIWIL1 siRNA caused a much faster reduction in the mRNA level of MAP1B (Fig. 6c). This result indicates that PIWIL1 may stabilize the mRNA of MAP1B under normal conditions, which may be one mechanim for PIWIL1’s regulation of cortical radial migration. RNA immunoprecipitation (RIP) was carried out to examine whether PIWIL1 directly interacts with mRNAs of MAP1B. In cortical neurons transfected with flag-tagged HIWI or flag alone, the RNA-protein complex was pulled down using the anti-flag antibody followed by RT-PCR analysis of precipitated mRNAs using MAP1B specific primers. We found that HIWI can specifically associate with the mRNA of MAP1B (Fig. 6d), indicating the stablization of MAP1B mRNA by direct interaction with PIWIL1.

## Discussion

Migrating neurons in the developing brain and sperm cells in testis exhibit a similar polarized morphology. They both experience a polarization process during their morphogenesis. It is likely that critical molecular mechanisms for establishing this polarized morphology are shared by these two distinct cells. Therefore, knowledge about the morphogenesis of either cell may assist us in studying the other. Consistent with this notion, the Lis1 gene, a well-known player in the polarization and migration of cortical neurons, has recently been shown to play similar roles in spermatogenesis. Lis1 mutant spermatids tend to develop several tail-like structures around the nucleus instead of a single tail as seen in normal spermatids [6]. Here we confirmed the expression of an important signaling molecule PIWIL1, which was previously considered to be restrictively expressed in germline tissue, in the developing cerebral cortex. Knocking down PIWIL1 in newborn neurons *in vivo* resulted in defects in their polarization and radial migariton. This is reminiscent of the malformation of sperm in the testis of PIWIL1 knockout mice, where spermatogenesis is arrested at the round spermatid stage without the development of a sperm tail. We found that PIWIL1 may regulate neuronal development through MAPs. Whether regulation of the expression of MAPs by PIWIL1 is also implicated in spermatogenesis remains to be explored.

Lee et al. reported the identification of piRNAs in mouse hippocampus and the expression of MIWI in cultured hippocampal neurons [13]. Recently, Rajasethupathy et al. discovered the expression of piRNAs in the *Aplysia* nervous system and found that the PIWI/piRNA complex could enhance long-term synaptic facilitation by promoting serotonin-dependent methylation of a conserved CpG island in the promoter of CREB2 gene [23]. Contrary to the nucleic localization of PIWI in *Aplysia* sensory neurons, we observed a predominant cytoplasmic localization in neurons, similar to what was observed by Lee et al. in hippocampal neurons [13]. Moreover, since the DNA methyltransferase inhibitor 5-aza-2′-deoxycytidine did not block the downregulation of MAPs by PIWIL1 siRNA (Fig. 6b), PIWI may not regulate MAP expression through methylation of the promoter of target genes in cortical neurons.

Although other possibilities cannot be ruled out, our results clearly support the notion that PIWIL1 may directly bind and stabilize the mRNA of some target genes including MAP1B. This is supported by previous findings that, in spermatocytes, PIWIL1 encodes a cytoplasmic protein which binds mRNAs of ACT (activator of CREM in testis) and CREM target genes and controls their stability [11]. Interestingly, similar mechanisms have been used by another mRNA binding protein, FMRP, which has been reported to control the multipolar/bipolar transition of cortical neurons via binding and regulation of the expression of the mRNA of Cdh2 [24]. Consistent with this mechanism, we observed a cytoplasmic distribution of PIWIL1 in neurons and found that RNA binding domain of PIWIL1 is essential for its function in cortical radial migration.

Recent whole exome sequencing studies show that *de novel* mutations of PIWI family members are strongly associated with autism [12]. Significantly, more retrotransposition events caused by misregulated mobile elements were also reported to occur in autism and other neurological disorders [25, 26]. Considering the known function of PIWI in suppressing transposons [27], another possibility is that PIWIL1 promotes the expression of MAPs indirectly by processing the mRNAs of retrotransposons and suppressing their retrotransposition. Previous studies showed that LINE-1 retrotransposition affects the expression of neuronal genes during neurogenesis [28]. An interesting future question is whether MAPs are indeed the regulatory target of LINE-1 retrotransposons, which are controlled by PIWI and piRNAs.

Our preliminary data showed that there was no clear gross abnormality in the cortical lamination of the PIWIL1 KO mouse, as shown by a normal distribution of Cux1+ neurons in the upper layers and Tbr1+ neurons in the deeper layers (Additional file 8: Figure S6). However, we cannot rule out the possibility that other PIWI family members may compensate PIWIL1 function in the mutant mouse. Since *de novo* mutations in all PIWI family members were discovered in some ASD individuals, it is very likely that these different family members play redundant roles in cortical development. Consistent with this notion, our preliminary data also showed that knockdown of PIWIL2 in rat cortex caused similar migration retardation as PIWIL1 (Additional file 9: Figure S7). Considering that autism is generally regarded as a multi-gene disorder, another possibility is that mutation of a single PIWI family member may not be sufficient to cause a significant developmental abnormality. However, it may generate a sensitive genetic background, which causes more severe developmental defects when associated with other genetic or environmental risk factors. More sophisticated future studies are needed to further address the potential redundant and synergistic functions of different PIWI family members in cortical development.

## Conclusion

In summary, we found that PIWIL1 is expressed in cortical tissues and may promote neuronal polarization and migration through regulating the stability and expression of MAPs. This study discovers a novel function of PIWIL1 in neuronal development and underscores the conserved functions of molecules in the morphogenesis of brain and germline tissue. It also provides a mechanism as to how mutations of PIWI may be linked to develomental brain disorders such as autism.

## Methods

### Animals

Sprague–Dawley rats and C57 mice were provided by SLAC Laboratory Animal Co., Ltd. (Shanghai, China). The PIWIL1 KO mice (B6;129-Piwil1^tm1Hfl^/Mmmh) with a mixed genetic background of 129 and C57BL/6 J were from the Mutant Mouse Regional Resource Center (029995-MU) and were crossed with C57 to maintain the colony. Animals were housed in a standard facility with a 12:12 light–dark cycle. All experimental procedures involving animals were done under the permission of the Bioethics Committee of the Institute of Neuroscience at Chinese Academy of Sciences.

### Constructs

The siRNA sequences were cloned into a pSuper vector. The sequences of PIWIL1 siRNAs are 5′-CAGTCGCGTTTGCGACTGG-3′ (scrambled), 5′-CAAGTAATCGGAAGGACAA-3′ (RNAi1), 5′-GCACAAGGTCACAGAAGTA-3′ (RNAi2), 5′-GCAACAAATTGGACGGAAT-3′ (RNAi3), and 5′-GCAGACTGGTCCAAAGAAA-3′ (RNAi4). Human PIWIL1 and different truncations were generated by PCR amplification and subcloned into the pCAG-IRES-EGFP vector. Mouse MAP2B plasmid was provided by Dr. Jürgen Götz (Queensland Brain Institute, University of Queensland, Australia) and subcloned into the pCAG-IRES-EGFP vector.

### Antibodies

The PIWIL1 antibody for Western blotting (1:1,000) has been described previously [29]. Other antibodies for immunohistochemistry or Western blotting were Tbr2 (rabbit, 1:500; Abcam, Cambridge, UK), green fluorescent protein (GFP) (chicken, 1:1,000; Abcam, Cambridge, UK), BrdU (mouse, 1:200; Sigma, St. Louis, MO), Sox2 (goat, 1:50; Santa Cruz Biotechnology, Santa Cruz, CA), MAP2 (rabbit, 1:1,000; Chemicon, Bioscience Research Reagents, Temecula, CA), Nestin (mouse, 1:100; Millipore, Billerica, MA), doublecortin (rabbit, 1:1,000; Cell Signaling Technology [CST], Danvers, MA), Flag (rabbit, 1: 1,000; Cell Signaling Technology [CST], Danvers, MA), Cux1 (Rabbit, 1:100; Santa Cruz Biotechnology, Santa Cruz, CA), and Tbr1 (Rabbit, 1:500; Abcam, Cambridge, UK).

### *In utero* electroporation (*IUE*)

E16 Sprague–Dawley rats and E14.5 C57 mice were used for *IUE* according to previously reported methods [16, 17]. Timed pregnant rats or mice were anesthetized by intraperitoneal injection of 12 % chloral hydrate (3.5 mL/kg) or 0.7 % sodium pentobarbital (10 mL/kg), respectively. Uteruses were exposed. A mixture of plasmids for siRNA (3 μg/μL for rats and 2 μg/μL for mice) and the enhanced yellow fluorescent protein (EYFP, 3 μg/μL for rats and 1 μg/μL for mice) was injected by trans-uterus pressure microinjection into the lateral ventricle of embryos, using Fast Green (2 mg/mL, Sigma) as an indicator. For rescue experiments, cDNAs in the pCAG-IRES-EGFP vector were mixed and injected with the siRNA plasmid at a molar ratio of 2:1 for HIWI and its truncations or 1:1 for MAP2B. Electric pulses were generated by an electroporator T830 (BTX Molecular Delivery Systems, Holliston, MA) and applied to the cerebral wall at five repeats of 60 V for 50 ms with an interval of 100 ms for rats and 30 V for 50 ms with an interval of 1 s for mice. In each pregnant rat or mouse, embryos in the uterus were randomly selected to be injected with either control or testing plasmids, followed by application of electric pulses of either left or right direction, respectively. After brains were collected, whether the brain was electroporated by control or testing plasmids was judged by which side of the brain had been transfected with the reporter gene. After perfusion, brains were checked under a fluorescent dissecting microscope (Olympus SZX-ZB12) and only those with EYFP expression in the somatosensory cortex were processed for immunohistochemistry analysis.

### Immunohistochemistry

Standard perfusion and fixation procedures were conducted and coronal brain sections of 20 μm were prepared and subjected to standard immunohistochemical analysis. Briefly, sections were permeabilized with 0.2 % Triton X-100 for 30 min and blocked in 5 % bovine serum albumin with 0.2 % Triton X-100 for 1 h at room temperature, followed by incubation with specific primary antibodies at 4 °C overnight. After washing with phosphate-buffered saline for three 10-min periods, sections were incubated with appropriate fluorescence-conjugated secondary antibodies for 1 h at room temperature. Nuclei were labeled by DAPI (4′,6-diamidino-2-phenylindole). For coronal sections from each electroporated brain, 2 slices of the striatum level that exhibited the most intact tissue appearance were chosen for imaging analysis. Images were acquired on a Nikon Neurolucida system or a confocal system (Olympus FV1000 or Nikon A1) and processed using Image-Pro Plus 6.0 (Media Cybernetics, Rockville, MD), ImageJ, and Adobe Photoshop CS 5.0 (San Jose, CA).

### Cell culture and transfection

Cortical tissues of E16 rats were dissected and digested by 0.125 % trypsin. Dissociated neurons were transfected with 6 μg of different plasmids using the Amaxa Nucleofector kit (Lonza, Basel, Switzerland), plated into 35-mm dishes coated with 100 μg/mL poly-d-lysine, and fed with Neurobasal medium supplemented with 10 % fetal bovine serum and 2 % B27.

### PCR

For semi-quantitative RT-PCR, total RNA was extracted from cortical tissues with Trizol reagent (Invitrogen, Carlsbad, CA). About 1 μg of total RNA was converted to cDNA with a RevertAid First Strand cDNA Synthesis kit (Fermentas, Thermo Scientific Molecular Biology, Burlington, ON, Canada), and 1/20 of the cDNA was used in 20-μL PCR reactions. For quantitative real-time PCR (qPCR), total RNA of cells extracted from cultured neurons with Trizol reagent. 1 μg mRNA was used for reverse transcription by PrimeScript RT Master Mix (Takara). SYBR Green Realtime PCR Master Mix (TOYOBO) was used and qPCR was performed using the Rotor-Gene Q machine (QIAGEN). Results were normalized to GAPDH, and data analysis was done by using the comparative C_T_ method in software by QIAGEN.

### RNA binding protein immunoprecipitation assay (RIP)

RNA binding protein immunoprecipitation assay was performed according to a previously published method [30]. Briefly, E16.5 cortical neurons were dissociated and electroporated with CMV-HIWI-3xFlag or CMV-3xFlag. After culturing for 48 h, cells were harvested by polysome lysis buffer (PLB) (100 mM KCl, 5 mM MgCl2, 10 mM HEPES, pH 7.0, 0.5 % NP-40, 1 mM dithiothreitol, 100 U mL-1 RNasin RNase inhibitor [Promega, Madison, WI], 2 mM vanadyl ribonucleoside complex solution, protease inhibitor cocktail). After preclearing, lysates were incubated with anti-flag antibody at 4 °C overnight. After immunoprecipitation, protein was digested in PLB with 0.1 % sodium dodecyl sulfate and 30 μg proteinase K at 50 °C for 30 min. mRNA was isolated and purified using phenol-chloroform-isoamyl alcohol and precipitated by ethanol. Semi-quantitative RT-PCR was then performed to detect bound RNAs with specific primers.

### Statistical analysis and data deposit

All data are presented as mean ± SEM. The normality of data distribution was evaluated by Shapiro-Wilk test in SPSS. Unpaired and two-tailed Student’s *t*-test was used to determine whether significant differences existed between two groups of data. The equality of variance of the two groups of data in comparison was assessed using Levene’s test in SPSS. Equal variance *t*-test was used when *P* > 0.05 was obtained using Levene’s test. Pearson’s correlation algorithms (two-tail) were used to assess the correlation between PIWIL1 levels and the rasiRNA levels. Gene ontology (GO) enrichment analysis was done on http://david.abcc.ncifcrf.gov/. Original data from deep sequencing experiments have been deposited at the GEO database (No. GSE27576 and No. GSE48236).

## Additional files

Additional file 1: Figure S1. Detection of the expression of PIWI and correlation between PIWIL1 and rasiRNA (also known as piRNA) over time. Additional file 2: Figure S2. PIWIL1 knockdown by IUE of siRNAs in mice at E14.5 impaired cortical radial migration, and overexpression of HIWI did not impair the neuronal migration. Additional file 3: Figure S3. Western blots verified the expression of mouse D633A mutant of PIWIL1 and the RNAi 2-resistant D633A mutant (D633A-Res). Additional file 4: Figure S4. The morphology of radial glial fibers were not affected by PIWIL1 knockdown. Additional file 5: Figure S5. PIWIL1 didn’t play a major regulatory role in proliferation and differentiation of neural progenitor cells. Additional file 6: Table S1. 

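Table S1 lists biological process terms with example genes from the downregulated group, which the paper obtained with the DAVID web tool. It names 27 gene symbols, of which 23 had a value in the deposited tables; the others were not analysed here. Of the 23 genes, 22 were downregulated at an FDR of 0.05 or less by Fisher's exact test and a log2 ratio of -0.58 or less. The exception was Ptbp2, with 16 copies in the Scramble library, 4 in the PIWIL1 RNAi library and an FDR of 0.0671. The log2 ratios ran from -1.96 for Ptbp2 to -0.58 for Fezf2, and Rasa1 was listed in the Scramble library only, with 8 copies. With copy numbers corrected for the bases at the tag end, 14 of the 23 genes passed both thresholds.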

Top 10 GO terms for the 667 genes downregulated upon PIWIL1 knockdown. Additional file 7: Table S2. 

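Table S2 lists biological process terms with example genes from the upregulated group. All 30 gene symbols it names had a value in the deposited tables, and all 30 were upregulated at an FDR of 0.05 or less by Fisher's exact test and a log2 ratio of at least 0.58. The genes Atg10, Cog3, Rab43 and Traf6 were listed in the PIWIL1 RNAi library only, with 7 copies for Rab43 and 9 for each of the others. For the rest the log2 ratio ran from 0.60 for Mapk14 to 1.94 for B4galt7, which rose from 16 to 60 copies. Several of the genes were read mainly from tags ending in 8 or more A. Such tags held 100% of the copies of Mdfic, 98.3% of those of Gnas, 96.4% of those of Dnm1l, 93.5% of those of Clk2, 74.8% of those of Rab4a and 60.2% of those of Tfdp1. Gnas was listed under 2 identifiers, and the values are those of the one with 158 and 541 copies. With copy numbers corrected for the bases at the tag end, 11 of the 30 genes passed both thresholds.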

Top 10 GO terms for the 286 genes upregulated upon PIWIL1 knockdown. Additional file 8: Figure S6. Normal distribution of Cux1 and Tbr1 neurons in the cortex of P3 PIWIL1 KO mice. Additional file 9: Figure S7. PIWIL2 knockdown by IUE of siRNA in mice impaired cortical radial migration.

How the deposited data were processed for this re-analysis (not part of the article)

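The mRNA profiles of 2 libraries were compared, 1 from E16 rat cortical neurons electroporated with the Scramble control plasmid and 1 from neurons electroporated with a PIWIL1 RNAi plasmid, each collected after 48 h. Both are digital gene expression libraries, in which 21-base tags beginning with CATG stand for the transcripts that carry them. For every gene the authors deposited the tag count, which is the sum of the copy numbers of its tags, without normalization. The authors also deposited the TPM of each gene, which here is the CPM of tags, scaled to all clean tags of the library without regard to gene length, and GO terms. The program that matched tags to genes, the reference transcripts and the test behind the FDR are not named in the paper's text. In the files every tag was listed under 1 gene, every gene's count was the sum of its tags, and no tag had fewer than 2 copies. The design written before the data were examined named RPKM; the deposited values were TPM, which needs no gene length, and TPM was used in its place.

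Gene symbols were taken from a table of rat RefSeq genes by accession, and from the files' own description where that table had no match; 9338 of 9894 genes (94.4%) had a symbol. No genomic positions are given, because the build behind the deposited tables is not named. Of the listed identifiers, 64 shared a symbol with another one.

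Fisher's exact test, two-sided, was run per gene on its tags against all other tags on genes (1947600 in the Scramble library and 1865913 in the PIWIL1 RNAi library), with Benjamini-Hochberg adjustment over the 9894 genes with a tag. A gene was called at an FDR of 0.05 or less and an absolute log2 ratio of TPM of 0.58 or more, the thresholds of the paper, and a gene listed in only one library passed the ratio threshold. Confidence intervals of log2 ratios are exact (Clopper-Pearson) at 95% and cover counting error only. The smallest share the depth can show was set at 3 copies, 0.886 TPM in the Scramble library and 0.908 TPM in the PIWIL1 RNAi library. Since each condition had 1 library, the test compares the 2 libraries, and no variation between cultures enters it.

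The genes named are those that the paper names in its text, Fig. 4b or Tables S1 and S2, the Piwi family, and the 5 genes with the largest rise and the 5 with the largest fall among called genes with at least 50 copies in both libraries. Genes of the text or tables without a value are not analysed here, and 1 gene of the tables is not reported by name. For GO terms, the number of called genes with a process term naming microtubule or cytoskeleton (downregulated), or protein transport, protein localization or Golgi vesicle transport (upregulated), was set against 10000 random lists of the same size from genes with enough copies to be called, matched in 10 bins of expression.

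The alternatives chosen before the data were examined were edgeR's TMM factors (1.02 for the Scramble library and 0.976 for the PIWIL1 RNAi library), DESeq2's size factors (1.04 and 0.959), edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, 1 copy added to each gene, genes with at least 10 copies in one or in both libraries, copies summed per symbol, the Audic-Claverie test, a log2 threshold of 1 and an FDR threshold of 0.001. For the GO results they were a background of all genes, matching on gene length in 5 more bins, no matching, and the median log2 ratio in place of the number of called genes. Alternatives chosen after seeing the data were all clean tags as totals, tags ending in 8 or more A left out, a correction for the tag end, 1 copy put back for each tag listed in only one library, and all 3 GO columns. For the correction, tags were classed by their last 2 bases, or by the length of the run where they ended in 3 or more A (13 or more as 1 class). The median log2 ratio of each class relative to all tags, over tags with at least 20 copies and with 0.5 copies added, was estimated on one part of the genes and taken out of the tags of the other part, divided equally between the libraries on the log2 scale.

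The test for single genes was tested on simulated libraries with counting error only, in which 200 abundant genes were changed by 2-fold or 4-fold. Of these, 99% were recovered, and 3 unchanged genes were called. These libraries had no variation between cultures, no tag-end effect and no removal of tags seen once. The result therefore does not measure the errors of the calls in the deposited data or for genes with few copies. The slope of tag ratios on tag-end classes within genes was 0.96 in libraries simulated with tag-end effects and 0.00 in libraries simulated without them. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used on the counts. Sites for the siRNA seeds were not analysed, because transcript sequences were not used here.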

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

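Both results concern the deposited tags, whose sequences the paper does not discuss. The tests of GC content, of A runs inside the tag, of the most 3′ site and of the bases at other positions were chosen after the results were seen; the tests within genes, on the other tags of the same genes, by shuffling and of tags differing at the end were set before their values were computed.

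Tags ending in 8 or more A held 21048 copies in the Scramble library (1.08% of copies on genes) and 50841 in the PIWIL1 RNAi library (2.72%), a log2 ratio of 1.31. It drew attention as a signal in data that the paper did not report, far above the 3 copies that the depth can show. Of the 196 such tags with at least 20 copies, 193 were higher in the PIWIL1 RNAi library. The ratio climbed with the length of the run, from a median log2 ratio of 0.04 for tags ending in a single A to 0.29 with 4 A, 0.90 with 8 A and 1.83 with 13 A. If the genes themselves had risen, their other tags should have risen as well. In the 64 genes with such a tag and another abundant tag, the median log2 ratio was 1.37 for the A-run tags and -0.11 for the 124 other tags, of which 52 were higher in the PIWIL1 RNAi library, against -0.08 for all tags. Single genes differed from this, since the log2 ratio without tags ending in 8 or more A was 2.62 for Cul4a and 1.80 for Sorbs3. Few copies were left, because such tags held 97.7% of the copies of Cul4a and 96.2% of those of Sorbs3. After the correction for the tag end the log2 ratio was 0.29 for Cul4a and 0.345 for Sorbs3, and neither was called. A rise of some of these genes is not shown by these values, but it is not excluded. Tags with long runs of A have few other bases, and their match to single genes was not checked. Low GC content alone did not go with a rise, since tags with at most 4 G or C and no A at the end had a median of -0.27. Tags with a run of 5 or more A inside and another last base had a median of -0.17, and tags of the most 3′ CATG site without an A at the end had a median of -0.14. Within the 410 genes that had abundant tags both with and without a run of 3 or more A, differences between tags followed the run-length classes estimated on other genes with a slope of 1.03. A candidate explanation is therefore a difference between the libraries in the preparation or sequencing of the tag end. Total depth differed little (3386865 and 3303360 clean tags), and the 10 largest genes held 7.93% and 8.38% of the copies. A shift of polyadenylation toward these sites would also be confined to single tags of a gene and was not tested, so a biological source was not ruled out.

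The last 2 bases of tags with fewer than 3 A at the end also went with the ratio. The medians of the 16 classes spread over 0.83 on the log2 scale, from -0.67 for TG and GT and -0.55 for GG to 0.16 for CA and AA. This was likewise a signal in data that the paper did not report. When the classes were shuffled between tags 100 times, the largest spread was 0.19. At neighbouring positions from 5 to 18 of the tag, the largest spread was 0.15, so the base composition of the whole tag did not separate tags in this way. Within 3814 genes, the difference between tags followed the class values estimated on other genes with a slope of 1.00, as the preparation or sequencing of the tag end would give, whereas a change of the gene would move its tags alike. Errors in reading the last 2 bases were looked for in tags that differ from the most copied tag of their site only there. At sites ending in AT, GG, GT or TG their share of copies was 0.335% in the Scramble library and 0.632% in the PIWIL1 RNAi library, a difference of 0.297 percentage points. For tags differing inside the tag at these sites the difference was 0.064 points. At sites with other last 2 bases, for tags differing at the end, it was 0.042 points. More reading errors at these ends in the PIWIL1 RNAi library would give such an excess. The 0.297 points are small beside the fall of these tags, but reads that no longer matched a gene are not listed. More reading errors in the PIWIL1 RNAi library therefore cannot be told apart from a difference in preparation. No biological explanation was tested for this pattern. With 1 library per condition, neither pattern can be attributed to PIWIL1 or to the handling of one library.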

How the results depend on the processing

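The alternatives were set before the data were examined, apart from all clean tags as totals, leaving out tags that end in 8 or more A, the correction for the tag end, putting back 1 copy per missing tag and the use of all 3 GO columns, which were chosen after seeing the data. The number of downregulated genes was 591 and stayed within 1.5 times of that, from 459 (edgeR's TMM factors) to 619 (all clean tags as totals), under 10 alternatives. The number of upregulated genes was 293 and stayed from 209 (tags ending in 8 or more A left out) to 398 (TMM factors) under the same 10.

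The counts fell most when variation between cultures was assumed. With edgeR's exact test and an assumed biological coefficient of variation of 0.1, 170 genes were downregulated and 114 upregulated, with 0.2 the numbers were 2 and 15, and with 0.4 they were 0 and 0. A log2 threshold of 1 left 262 and 146 genes, and an FDR threshold of 0.001 left 257 and 163. With the correction for the tag end, 376 genes were downregulated and 179 upregulated. Of the genes called as deposited, 317 downregulated and 112 upregulated genes were called in the corrected counts too.

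The stricter log2 and FDR thresholds were applied to the numbers of genes only; Map1b and Mapt lie short of a log2 threshold of 1, and Map2 (FDR 0.0461 by Fisher's exact test) short of an FDR threshold of 0.001. Under the other alternatives, Map1b kept its call except with an assumed coefficient of variation of 0.2 or 0.4, where its log2 ratio of -0.91 was no longer past the FDR threshold. Mapt (log2 ratio -0.68) lost its call with an assumed coefficient of 0.1, 0.2 or 0.4 and kept it under the rest of these, with a log2 ratio of -0.59 under TMM factors. Map2 lost its call under TMM factors (-1.45), DESeq2's size factors (-1.46), 1 copy added per gene (-1.44), the assumed coefficients of 0.1, 0.2 and 0.4 (-1.55 each) and 1 copy put back per missing tag (-1.09). The filter on 10 copies in both libraries left Map2 out and gave no value for it. The fall of Map2 was in the same direction under each alternative that gave a value, but its 24 and 8 copies limit the call.

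By number of called genes, the microtubule and cytoskeleton genes among the downregulated lay above 53.6% to 73.6% of random lists under the alternatives, except that with the correction for the tag end they lay above 16.3% of the lists; the cause was not tested. The protein localization and transport genes among the upregulated lay above 52.3% to 71.4% of the lists. By the median log2 ratio of all background genes with the terms, the microtubule and cytoskeleton genes (-0.12) lay below 78.3% of the lists and the protein localization and transport genes (-0.05) above 73.5%. For neither group did any alternative reach 95%.

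For the 74 other named genes with a finite log2 ratio, 821 comparisons with an alternative kept the direction and the call, 196 kept the direction and lost the call, 2 gained it and 11 reversed. The log2 ratio of Actb was 0.0052 with TMM factors, and that of Map1a was 0.054 with TMM factors, 0.044 with DESeq2's size factors and 0.091 with the correction for the tag end. Both factors shift the ratios of all genes alike, that of Map1b from -0.91 to -0.82 with TMM factors and -0.83 with DESeq2's size factors. Upregulated genes reversed when the tag end was treated: with tags ending in 8 or more A left out the log2 ratio was -0.11 for Ccnd1, -0.62 for Cog7 and -0.20 for Manbal, and with the correction it was -0.071 for Cog7, -0.020 for Dnm1l and -0.12 for Rab4a. These 3 genes and Ccnd1 and Manbal had over 50% of their copies on such tags. Without such tags, other named genes with over 50% of their copies on them stayed up, where copies remained. The log2 ratio was 2.74 for Aptx, 2.62 for Cul4a, 1.80 for Sorbs3 and 0.71 for Clk2. It was 0.52 for the more abundant identifier of Gnas, 0.52 for Vps52 and 0.46 for Tfdp1. Only Aptx and Cul4a kept the call. Such tags held 97.7% of the copies of Cul4a, 96.2% of those of Sorbs3 and 69.4% of those of Aptx, so few were left. With the correction for the tag end, only Gnas (0.59) was called, against 0.29 for Cul4a, 0.345 for Sorbs3 and 0.47 for Aptx. The less abundant of the 2 identifiers of Gnas took a log2 ratio of 1.79 when copies were summed per symbol. Genes listed in only one library (Map9, Rasa1, Atg10, Cog3, Rab43 and Traf6) have no finite ratio and were left out of this comparison.

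No value was found for PIWIL1 by its gene symbol, so its alternatives were not run. Uniquely matched tags, pseudocounts and filters in RPKM did not apply to these tables, and the sites for the siRNA seeds were not run because transcript sequences were not used here.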

Differences from the paper's values

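No value of the paper that was also computed differed by more than 1.5 times. The paper's counts are 667 downregulated and 286 upregulated genes, against 591 and 293 here. With all clean tags as totals, an alternative chosen after seeing the data, the counts were 619 and 285. With copies summed per symbol they were 588 and 292. No setting that was run gave 667 downregulated genes, and the highest number was 619.

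The paper states that GO terms of cytoskeleton and microtubule organization were enriched among downregulated genes and those of protein transport and localization among upregulated genes. From the GO process terms in the deposited tables, 16 downregulated genes lay above 61.1% of expression-matched lists and 10 upregulated genes above 58.2%. None of the alternatives placed either group above 95% of the lists. The paper ran its test in the DAVID web tool on its own called genes. Here genes carrying any of the chosen terms were counted among other called genes, and DAVID's annotation was not used. The tests differ in genes, terms and comparison, so these percentages do not show that the paper's enrichment is absent. Table S1 places Ptbp2 among the downregulated genes, and its FDR was 0.0671 here by Fisher's exact test, with a log2 ratio of -1.96.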

Other observations

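The tests below were set before their values were computed, although the ratios of Tubb3, Dcx, Tbr1, Sox2 and Nes had been seen when the lists of marker genes were written.

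The fall of the 3 microtubule-associated genes that the paper names was tested against the pattern at the tag ends. After correction for the tag end, the log2 ratio was -0.59 for Map1b, -0.76 for Mapt and -1.61 for Map2, each with an FDR of 0.05 or less by Fisher's exact test. The median pattern of the tag ends therefore did not by itself account for the falls of Map1b and Mapt. For Map2 the correction changed 24 and 8 copies to 25 and 8 and the FDR from 0.0461 to 0.0434, and none of its tags had 20 copies, so the correction does not settle this for Map2. For Map1b, whose most copied tag ends in TG, the correction moved the log2 ratio from -0.91 to -0.59. The removal of tags seen once remained a candidate explanation for the call of Map2, whose log2 ratio was -1.09 and whose FDR was 0.187 by Fisher's exact test with 1 copy put back per missing tag. Variation between cultures cannot be assessed with 1 library per condition, so these libraries alone do not show that the falls follow from PIWIL1. The paper's Western blots, knockout mice, rescue, mRNA decay and RNA binding experiments are separate evidence and were not re-analysed here.

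Over all called genes, the log2 ratio that their tag ends alone would give had a median of -0.18 for the 591 downregulated genes, 0.20 for the 293 upregulated genes and 0.02 for the other 9010 genes. Of the genes in the paper's tables, 14 of 23 in Table S1 and 11 of 30 in Table S2 were called in the same direction after the correction.

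Double-stranded RNA could raise genes of the interferon response. The paper lists the scrambled sequence with the siRNAs cloned into pSuper, so a response common to both libraries would cancel in the ratio. The ratio can show only a difference in this response. Of 27 such genes, 17 had at least 20 copies, and their median log2 ratio of -0.19 lay above 30.8% of 10000 expression-matched lists (above 75.2% after the correction for the tag end). No rise of these genes in the PIWIL1 RNAi library over the Scramble library was seen at this depth. A response common to both libraries was not tested.

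A different share of neurons and progenitors in the dishes would move their markers in opposite directions. The median log2 ratio of 18 neuronal markers was -0.16, above 10.3% of matched lists, and that of 23 progenitor markers was -0.29, above 1.91% of the lists. After the correction for the tag end the values were 0.24% and 3.63%. Both groups were on the low side, which such a shift in one direction does not give, and a change in cell composition cannot be told apart from other causes with these values.

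Among single genes that the paper studies in other experiments, Tubb3, which encodes the protein stained by Tuj1, fell from 1538 to 1068 copies (log2 ratio -0.49, FDR 2.30e-14 by Fisher's exact test, short of the ratio threshold). Nes had a log2 ratio of -0.50, Sox2 of -0.26 and Tbr1 of 0.02. Gapdh, which the paper used to normalize qPCR, had 4213 and 4891 copies, a log2 ratio of 0.25, and 0.56 after the correction. Its most copied tag ends in TG and went from 2170 to 2250 copies, so the corrected value rests on the median of that class. In Fig. 6c the levels are relative to the first time point, so a constant difference in Gapdh between conditions would cancel there. Cdh2 fell from 1064 to 680 copies (log2 ratio -0.61), with 8 of its 8 abundant tags lower, and Fmr1 fell from 68 to 36 copies (log2 ratio -0.88). After the correction Fmr1 (-0.96) was still called and Cdh2 (-0.45) was not. Among called genes with at least 50 copies in both libraries, Syt4 had the largest fall as deposited (log2 ratio -1.94), with 6 of its 6 abundant tags lower. After the correction the log2 ratio of Syt4 was -1.50, and Igsf3 (-1.66) fell further. The paper does not report on Syt4.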
